A study of Mus musculus with 2 samples.

How the data were processed

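Papain and TrypLE dissociated prostate cells were profiled on the 10x Genomics Chromium platform, per the labels' protocols, which give a target of 5000 cells and kit version 2 for the ventral lobes and version 3 for the proximal and periurethral region. The deposited files hold raw UMI counts per gene and barcode, written by Cell Ranger 7.0.0 per the file headers. No normalization by the authors is recorded, and neither the genome build nor the annotation is stated, so genes are given by the identifiers and symbols of the files and no coordinates are used. Both files list the same 32285 genes.

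Computation used Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Barcodes with fewer than 500 genes or more than 10% mitochondrial UMIs were removed, which took 226 ventral and 635 proximal barcodes. Scrublet, with an expected rate of 0.8% per 1000 cells, called 7 of 1995 ventral and 4 of 3709 proximal cells doublets, 0.193% of 5704 cells. At that rate the caller has not worked, so doublets must be taken as largely still present. Called cells were removed, and an alternative removed the highest scores at the expected rate. Each library was scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes without the panel genes were reduced to 30 principal components, and cells were clustered with the Leiden method at resolution 1 on 15 neighbours with random seed 0. This gave 13 ventral and 19 proximal clusters.

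Clusters were named from marker lists of 23 classes fixed before the data were examined, as were the panel, the comparisons and the rule for naming genes. A cluster took the class with the highest mean marker level above the other clusters, if at least 3 of its markers were found in 25% of the cells and lay above the other clusters. It stayed unnamed if its 10 leading genes by fold held more markers of another class than of its own, leaving out genes whose share of cells varied less than 1.5-fold over clusters, or if its median UMI count was under that of the library divided by 3 with no own marker among them. The scoring of marker levels and the limits of 25% and 1.5-fold were set after clusters had been looked at. After the rule left clusters unnamed, a version that ranked leading genes only among those found in 25% of a cluster's cells was used for a time, and it named all clusters. It was set aside because it had been chosen from its outcome, and is given as an alternative. Likewise, naming each cell by its highest mean marker level was planned, while versions using levels minus the library mean and z-scores were tried after seeing the data and are given as alternatives.

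Shares have exact Clopper-Pearson intervals, sums of UMIs exact Poisson intervals, and ratios exact intervals conditional on the total count, all at 95% and all for counting error only. A count of 0 allows up to 3 counts of the total. Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs without replacement. Genes were named per class with at least 50 cells in both libraries, up to 3 in each direction by class-specific log2 ratio, computed with a pseudocount of 10 CPM. They needed at least 50 UMIs in 1 library and, where the class had more, a CPM at least as high as in all other kept cells of that library. Mitochondrial, ribosomal protein, immunoglobulin, T cell receptor, Gm-number and Rik genes were left out. Of the panel, up to 6 genes per comparison whose CPM intervals did not overlap were named by size of ratio. With 1 library per group, no p-values and no counts of changed genes are given.

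The steps were tested on simulated data. With 200 of 32285 genes changed 8-fold, the class-specific ratio had the right sign for 99.5% of them in the distal luminal-like, 100% in the proximal luminal-like and 100% in the basal-like simulation. The ratio interval held the true value in 96.5% of 1000 draws. A gene found in 70.5% of shallow and 97.0% of deep simulated cells of the same profile was found in 18.5% and 19.5% after thinning. Clustering and naming recovered the class of 100% of 600 cells drawn from the profiles of 6 classes. These profiles were sums over classes that the same steps had named in the proximal library. The draws had no doublets and no spread within a class beyond sampling. The 100% therefore does not measure how well real cells were named. Alternatives covered the cell filters, doublets, resolution, variable genes, seed, joint clustering, thinning, naming, scaling, pseudocount, UMI minimum and a subtraction of 5% free RNA. Not every alternative was run for every result. After seeing the data, an alternative was added for panel genes and genes that differ between libraries, which left out cells of named classes other than distal luminal with over 5% of their UMIs from Sbp and Spink1. Ratios of panel genes have no value under an alternative that leaves no UMIs of the gene in a class. The same holds where a class had none to begin with. Subtraction of free RNA left none for Meis2 in distal luminal-like cells of both libraries.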

Results

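Single-cell RNA sequencing was used to profile dissociated prostate tissue of wild-type male mice of the C57BL6 strain. The series held 2 libraries, 1 from the ventral lobes and 1 from the proximal and periurethral region, which is the part of the prostate next to the urethra. Each group therefore had 1 library, so no difference between the groups has a replicate check and no test between them was made. The ventral library was made with version 2 of the 10x Genomics 3' kit and the proximal library with version 3, so region and kit version cannot be told apart in any comparison of the 2 libraries. The deposited matrices listed 2221 ventral barcodes with 49356586 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) and 4344 proximal barcodes with 97817603 UMIs. The median barcode held 24403 UMIs in the ventral library and 13793 in the proximal library. After filtering, 1988 ventral and 3705 proximal cells were kept, with medians of 25759 and 15260 UMIs per cell. All intervals given here are exact 95% intervals and cover counting error only.

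The first question was which cell classes each dissection contained. Cells were clustered within each library and clusters were called after the marker class they resembled, so differences from the study may come from these rebuilt names. In the ventral library, 1709 of 1988 kept cells lay in clusters with an epithelial name, 86.0% (84.4% to 87.5%). In the proximal library it was 2672 of 3705 cells, 72.1% (70.6% to 73.6%). One cluster in each library stayed unnamed because its 10 leading genes held more markers of another class than of its own. These clusters held 223 ventral cells, 11.2% (9.86% to 12.7%), and 342 proximal cells, 9.23% (8.32% to 10.2%). The ventral one was led by genes that included the stress genes Hspa1a and Dnajb1 and the immunoglobulin gene Igkc, and the proximal one by haemoglobin genes. Their best-scoring classes were distal luminal and proximal luminal. When leading genes were ranked only among genes found in at least 25% of a cluster's cells, a rule chosen after seeing the data, both were named and the epithelial shares were 97.2% and 81.3%. The alternative that moved the ventral epithelial share most was naming each cell by marker z-scores, also chosen after seeing the data, which gave 56.9% in the ventral and 70.0% in the proximal library, the reverse order. The proximal share moved most, to 84.6%, when each cell was named by its highest mean marker level.

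Among cells with an epithelial name, distal luminal-like cells made up 86.6% (84.9% to 88.2%) of the ventral library and 26.5% (24.8% to 28.2%) of the proximal library. Proximal luminal-like cells made up 5.15% (4.15% to 6.31%) and 38.6% (36.7% to 40.5%), respectively. Basal-like cells accounted for 8.25% (6.99% to 9.66%) of the ventral and 34.0% (32.2% to 35.8%) of the proximal epithelial cells. For these 3 classes the order of the libraries was the same under all 14 alternatives. Seminal vesicle epithelium-like cells numbered 26 of 2672 in the proximal library, 0.973% (0.637% to 1.42%), and 0 of 1709 in the ventral library, which allows a share of up to 0.176%. No cluster of either library was named after the periurethral markers. In the proximal library, periurethral was the second-best class of several clusters, 2 of them with the periurethral markers Ly6d or Aqp3 among their leading genes. These were a proximal luminal-like cluster of 474 cells (score 0.412 against 1.40) and a basal-like cluster of 232 cells (0.389 against 1.23). Periurethral cells within such clusters are therefore not excluded. Immune or stress genes led some named clusters, among them Cxcl10 and Atf3 in a ventral distal luminal-like cluster, Ifit3 in a proximal luminal-like cluster and Cxcl10 and Lcn2 in a basal-like cluster of the proximal library.

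**Figure D1:**
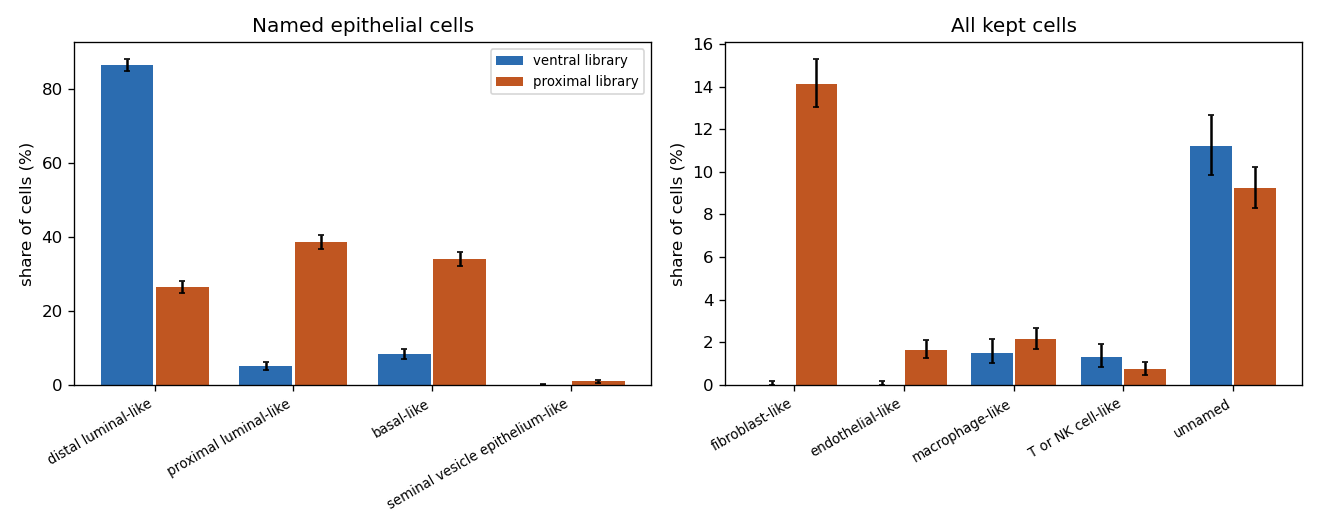
Shares of cells per class (vertical axes, percent, linear from 0) in the ventral and proximal libraries, over cells with an epithelial name (left) and over all kept cells (right). Bars are shares in 1 library each and error bars are exact 95% binomial intervals for counting error; distal luminal-like cells fell from 86.6% of the ventral to 26.5% of the proximal epithelial cells.

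Apart from the unnamed clusters, the remaining cells had stromal, vascular or immune names in the proximal library and immune names only in the ventral library. Fibroblast-like cells made up 14.1% (13.0% to 15.3%) of the kept proximal cells. No ventral cluster was fibroblast-like, and 0 of 1988 cells allows a share of up to 0.151%. That limit depends on the cluster names, since fibroblast was the second-best class of the ventral basal-like cluster, whose leading genes included Dcn and Sparc. In it, 2 of 141 cells, 1.42% (0.172% to 5.03%), had at least 2 UMIs in each of 2 of the genes Col1a1, Col1a2 and Col3a1, against 416 of 524 proximal fibroblast-like cells, 79.4% (75.7% to 82.8%). The ventral fibroblast-like share lay above the limit under 4 alternatives, at 0.252% and 1.61% with 2 ways of naming single cells by marker level, 0.302% with joint clustering and 0.905% with z-scores. Endothelial-like cells numbered 61 of 3705 in the proximal library, 1.65% (1.26% to 2.11%), and 0 of 1988 in the ventral library. Macrophage-like cells made up 1.51% (1.02% to 2.15%) of ventral and 2.13% (1.69% to 2.65%) of proximal cells, with overlapping intervals. The shares of T or NK cell-like cells, 1.31% (0.856% to 1.91%) and 0.729% (0.481% to 1.06%), also overlapped.

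A check that used no clusters counted cells with at least 1 UMI of a marker after every cell was thinned to 1000 UMIs, which left out 2 ventral and 18 proximal cells. Psca was found in 0.705% (0.386% to 1.18%) of ventral and 32.8% (31.3% to 34.4%) of proximal cells, against 4.12% and 57.2% without thinning, the alternative that moved this comparison most. In macrophage-like cells, which should lack Psca, it was found in 0 of 30 ventral cells and in 3.85% (0.80% to 10.8%) of 78 proximal cells, and the median depths of these cells before thinning were 3751 and 11922 UMIs. Krt14 was found in 1.61% (1.10% to 2.27%) of ventral and 11.8% (10.7% to 12.9%) of proximal cells, and Krt5 in 3.58% (2.80% to 4.49%) and 10.3% (9.37% to 11.4%). Krt4, Ppp1r1b, Ly6d and Aqp3 were also found in a larger share of proximal cells, and Aqp3 was found in 0 of 1986 thinned ventral cells. The proximal shares of Ly6d, 5.45%, and Aqp3, 1.55%, lay under the upper limits of proximal macrophage-like cells, 6.94% and 4.62%. By these shares Ly6d and Aqp3 were not separated from background, while the shares of Krt4 and Ppp1r1b lay above those cells' interval. A share over all cells can miss a gene limited to a subset. In proximal basal-like cells Aqp3 had 976 UMIs, or 79.8 CPM (UMIs scaled to an equal total), against 13.1 CPM over all kept proximal cells. Free RNA would reach all classes, so this argues against free RNA as the only source of Aqp3. Ly6d was among the leading genes of a proximal luminal-like cluster, but its source was not tested further. The secretory genes Sbp, Spink1 and Defb50 were found in a smaller share of proximal than of ventral cells. Sbp reached 100% of ventral and 63.0% (61.5% to 64.6%) of proximal cells, but also 100% of the ventral and 71.8% (60.5% to 81.4%) of the proximal macrophage-like cells. The proximal share over all cells was therefore not separated from background, and the ventral share, at its maximum in both, cannot separate the cells' own Sbp from background. For Spink1 the proximal share of 41.9% (40.3% to 43.5%) likewise lay within the interval of the macrophage-like cells, 39.7% (28.8% to 51.5%). Such shares cannot show a minority of cells with much of their own RNA of these genes. Over 5% of UMIs came from Sbp and Spink1 in 166 of 707 proximal distal luminal-like cells, but in 0 of 79 macrophage-like cells there. In the ventral library, the median distal luminal-like cell held 47.8% and the median macrophage-like cell 1.42%. Defb50 was found in 63.3% (61.1% to 65.4%) of ventral and 31.8% (30.3% to 33.3%) of proximal cells. Its level over all kept cells in CPM, that is its UMIs scaled to an equal total per library, ran the other way, 9531 and 12749. No order was therefore read from the shares of Defb50. For Sbp and Spink1 the CPM ran the same way as the shares. Ventral and proximal levels were 208289 and 39064 CPM for Sbp and 233756 and 20572 CPM for Spink1.

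Some ventral cells of other classes held much RNA of the distal luminal-like kind. Sbp and Spink1 together made up 45.8% of the UMIs of ventral distal luminal-like cells, 36.2% in T or NK cell-like, 21.1% in macrophage-like, 16.9% in proximal luminal-like and 1.62% in basal-like cells. In macrophage-like and proximal luminal-like cells these sums came from a minority of the cells, as the median cell held 1.42% and 1.57%, but the median T or NK cell-like cell held 30.8%. In all, 28 of 88 proximal luminal-like, 2 of 30 macrophage-like, 15 of 26 T or NK cell-like and 4 of 141 basal-like cells held over 5%. In the proximal library no such cell was found in these classes. Leaving them out was added as an alternative after seeing the data.

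A panel of 27 genes, kept out of the genes used for clustering, was compared between classes as CPM of summed UMIs. The UMIs of Sbp and Spink1 lower the CPM of all other genes in a class. Their share was 45.8% in ventral distal luminal-like and 1.62% in ventral basal-like cells. This shifts ventral ratios over distal luminal-like cells upward, and no alternative for the panel rescaled for it. Meis2 was higher in proximal luminal-like than in distal luminal-like cells of both libraries. Its level was 150 CPM (129 to 173) against 0.178 CPM (0.0715 to 0.366) in the ventral library and 137 CPM (133 to 141) against 3.16 CPM (2.60 to 3.82) in the proximal library. Macrophage-like cells held 0 CPM (0 to 21.3) of Meis2 in the ventral and 3.05 CPM (0.629 to 8.91) in the proximal library. The lower, distal luminal-like levels were therefore not separated from background. Of the alternatives with a value, leaving out cells with over 5% Sbp and Spink1 moved the ventral ratio most, with a log2 ratio of Meis2, proximal luminal over distal luminal, ventral library, of 10.65 against 9.72. Ly6a showed the same order, with 121 CPM (103 to 142) against 0.482 CPM (0.290 to 0.753) in the ventral library and 771 CPM (761 to 781) against 32.8 CPM (30.9 to 34.7) in the proximal library. The proximal distal luminal-like level of Ly6a lay below the 62.0 CPM (47.4 to 79.6) of macrophage-like cells there. After thinning, Ly6a was found in 11.4% (5.59% to 19.9%) of ventral proximal luminal-like cells and in 45.7% (42.6% to 48.8%) of those of the proximal library, against 34.1% and 93.3% unthinned. Hoxd13, Aldh1a3, Bcl2 and Prom1 were also among the genes named as higher in proximal luminal-like cells of the ventral library, and Aldh1a3 again in the proximal library. Ventral Aldh1a3 rested on 4 and 5 UMIs in the 2 classes, and its 3.14 CPM (0.856 to 8.04) in proximal luminal-like cells lay under the upper limit of macrophage-like cells, 21.3 CPM. Ventral Bcl2, at 28.3 CPM (19.8 to 39.1), overlapped macrophage-like cells at 23.1 CPM (6.30 to 59.2). By this check neither Aldh1a3 nor Bcl2 was separated from background. However, ventral distal luminal-like cells held only 1.17 CPM (0.855 to 1.56) of Bcl2. Their median depth was 26930 UMIs, against 13510.5 in proximal luminal-like cells. Free RNA would reach both classes, so for Bcl2 this low level argues against free RNA as the source. Prom1 had no such contrast in the proximal library, at 43.7 CPM (41.3 to 46.1) in proximal luminal-like and 48.3 CPM (46.0 to 50.7) in distal luminal-like cells. Prlr was lower in proximal luminal-like than in distal luminal-like cells, at 43.2 CPM (32.5 to 56.2) against 96.5 CPM (93.5 to 99.6) in the ventral library and 6.34 CPM (5.47 to 7.32) against 352 CPM (346 to 359) in the proximal library, whose macrophage-like cells held 31.5 CPM (21.4 to 44.7) of it. Without the cells of over 5% Sbp and Spink1, the ventral proximal luminal-like level of Prlr was 24.6 CPM (14.1 to 40.0).

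Shh set basal-like cells apart. Its level was 26.2 CPM (15.8 to 40.9) in ventral basal-like cells, from 19 UMIs, and 0.0508 CPM (0.00615 to 0.183) in ventral distal luminal-like cells, from 2 UMIs. In the proximal library it was 33.7 CPM (30.5 to 37.1) in basal-like, 4.30 CPM (3.58 to 5.11) in proximal luminal-like and 0.469 CPM (0.268 to 0.761) in distal luminal-like cells. Ventral macrophage-like cells held 0 UMIs of Shh, but their upper limit of 21.3 CPM lies within the ventral basal-like interval, so they cannot separate it from background. Free RNA would reach ventral distal luminal-like cells too, so their low level argues against free RNA as the source. Median depths were 26930 UMIs in those cells and 4933 in ventral basal-like cells. At 1000 UMIs per cell, Shh was found in 0 of 140 ventral basal-like cells, against 10.6% unthinned, so its share was not detectable at that depth. Bmp7 was 28.7-fold (9.26 to 144) higher in basal-like than in proximal luminal-like cells of the ventral library, where the latter held 3 UMIs, all in cells of over 5% Sbp and Spink1, and 26.3-fold (17.1 to 42.2) higher in the proximal library. There the proximal luminal-like level of 0.772 CPM (0.489 to 1.16) lay under the upper limit of macrophage-like cells, 3.75 CPM. Subtraction of free RNA left no value for the ratio in the proximal library, so this lower level was not separated from background. Prlr had 0 UMIs in ventral basal-like cells, which made it at least 23.3-fold lower there than in distal luminal-like cells.

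**Figure D2:**
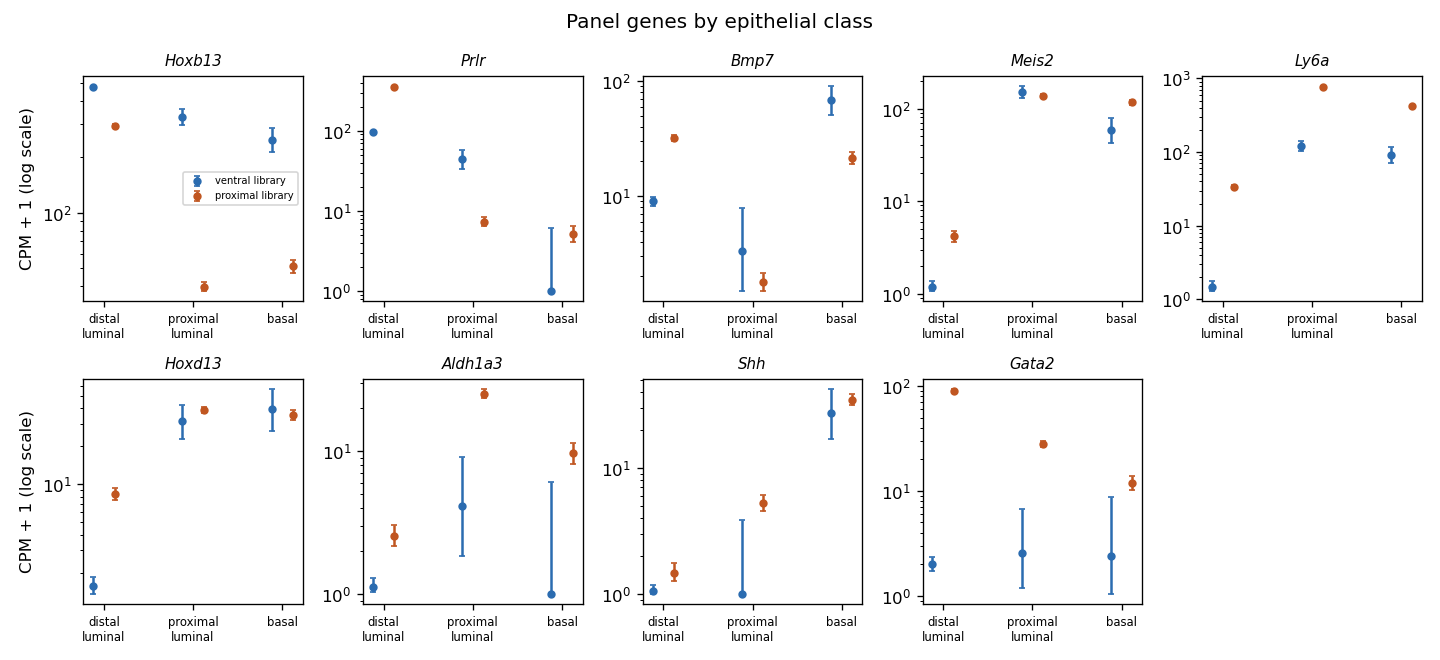
Levels of 9 panel genes (vertical axes, CPM plus 1, log scale) in distal luminal-like, proximal luminal-like and basal-like cells (horizontal axes) of the ventral and proximal libraries, picked by hand after seeing the values from genes the fixed rule named. Points are sums over 1 library each and error bars are exact 95% Poisson intervals; Meis2 lay at 150 and 137 CPM in proximal luminal-like cells and at 0.178 and 3.16 CPM in distal luminal-like cells.

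Between the libraries, Gata2 was higher in the proximal library in all 3 shared classes. In distal luminal-like cells it was 89.1 CPM (85.9 to 92.3) against 0.990 CPM (0.704 to 1.35), a ratio of 89.9 (65.6 to 127). This class differed in makeup, as 1429 of 1480 ventral but 166 of 707 proximal cells held over 5% Sbp and Spink1. The value of 89.9 may therefore compare different kinds of distal luminal-like cells, which was not tested for Gata2. The ratio of Gata2 was 17.2 (4.75 to 142) in proximal luminal-like cells, from 2 ventral UMIs, and 7.95 (1.40 to 316) in basal-like cells, from 1 ventral UMI. The proximal basal-like level of 10.96 CPM (9.18 to 13.0) overlapped that of macrophage-like cells there, 5.08 CPM (1.65 to 11.9), so in basal-like cells Gata2 was not separated from background. Hoxb13 was lower in the proximal library, by 8.43-fold (7.52 to 9.43) in proximal luminal-like and 4.90-fold (4.12 to 5.79) in basal-like cells. Ventral macrophage-like cells held 156 CPM (103 to 227) of Hoxb13, which overlapped the 247 CPM (212 to 286) of ventral basal-like cells. After thinning, however, it was found in 3.33% (0.0844% to 17.2%) of the former and 24.3% (17.4% to 32.2%) of the latter, against 13.3% and 68.1% unthinned, at median depths of 3751 and 4933 UMIs. Without the cells of over 5% Sbp and Spink1, Hoxb13 was 19.3 CPM (2.34 to 69.8) in ventral macrophage-like cells, from 2 UMIs, and 282 CPM (242 to 325) in ventral proximal luminal-like cells, against 328 CPM (297 to 361) with them.

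Genes that set a class of one library apart from the same class of the other were named by their class-specific log2 ratio, which is the log2 ratio of CPM plus 10 (proximal over ventral) minus the median of that ratio over the other shared classes. In distal luminal-like cells the highest were Pate14 (ENSMUSG00000070313), Tgm4 (ENSMUSG00000025787) and Pate9 (ENSMUSG00000074448), at 6.23, 5.87 and 5.79. Tgm4 was also a naming marker and each of the 3 led a cluster of this class in the proximal library, so these values are not independent of the clustering. The makeup of the class differed too, with over 5% Sbp and Spink1 in 1429 of 1480 ventral but 166 of 707 proximal cells. Ratios in this class cannot separate a difference between the libraries from a comparison of different kinds of distal luminal-like cells. Pate14 had 2 ventral UMIs and 2842 CPM (2824 to 2860) in the proximal library, and Pate9 had 0 ventral UMIs and was at least 25374-fold higher. Subtraction of free RNA moved these most, with a class-specific log2 ratio of Pate14, distal luminal-like cells, of 8.19. The lowest were Cyp2b10 (ENSMUSG00000030483), Mat2a (ENSMUSG00000053907) and Slc25a24 (ENSMUSG00000040322), at -1.90, -1.87 and -1.69. Cyp2b10 fell from 57.1 CPM (54.8 to 59.5) to 13.9 CPM (12.6 to 15.2), while the log2 ratios of Mat2a and Slc25a24 in the class itself were only -0.48 and -0.13.

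In proximal luminal-like cells Prol1 (ENSMUSG00000064156), Cald1 (ENSMUSG00000029761) and Arl14 (ENSMUSG00000098207) were highest, at 6.30, 3.48 and 3.39, and each led a cluster of this class. Prol1 had 0 ventral UMIs and was at least 798-fold higher in the proximal library, but 32.6% of its 56022 UMIs came from 1 cell. At a Leiden resolution of 0.5 the class-specific log2 ratio of Prol1, proximal luminal-like cells, was -0.11, the opposite direction. Saa1 (ENSMUSG00000074115), BB123696 (ENSMUSG00000113737) and Spink5 (ENSMUSG00000055561) were lowest, at -4.52, -3.91 and -3.60. Of the 287 ventral UMIs of Saa1, 78.4% came from 1 cell and 5 cells held all of them, and Saa1 led the ventral cluster. Without the cells of over 5% Sbp and Spink1, the class-specific log2 ratio of Saa1, proximal luminal-like cells, was 0.04, so its contrast rested on such cells. Spink5 fell from 2567 CPM (2480 to 2657) to 173 CPM (168 to 178).

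In basal-like cells Rab11fip1 (ENSMUSG00000031488), C2cd4b (ENSMUSG00000091956) and Rnf217 (ENSMUSG00000063760) were highest, at 3.68, 3.53 and 3.10. Rnf217 was 36.2-fold (18.4 to 83.9) higher in the proximal library, from 8 ventral UMIs. Apod (ENSMUSG00000022548), Igfbp4 (ENSMUSG00000017493) and Acta2 (ENSMUSG00000035783) were lowest, at -3.77, -3.71 and -3.67. They rested on few cells, since Apod was found in 3, Igfbp4 in 35 and Acta2 in 19 of the 141 ventral basal-like cells, and Apod and Acta2 are naming markers of stromal classes. With a pseudocount of 50 CPM in place of 10, 1 of the 6 genes named in basal-like cells was still named.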

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

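All tests in this part were chosen only after the result was seen. The values measured by the tests of free RNA, of Gata3 in basal-like cells, of Meis1 and of Hoxb13 had been seen as well, or followed from values already seen.

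Some panel genes had contrasts between 2 classes that ran in opposite directions in the 2 libraries, with intervals apart in both. Gata3 did so between proximal luminal-like and distal luminal-like cells. The log2 ratio was 2.16 in the ventral library, from 94.2 CPM (78.1 to 113) against 21.1 CPM (19.7 to 22.6), and -0.95 in the proximal library, from 64.6 CPM (61.8 to 67.6) against 125 CPM (121 to 129). Basal-like over distal luminal-like cells gave log2 ratios of 2.35 and -0.58 for Gata3, 3.08 and -0.62 for Bmp7 and 2.0 and -1.30 for Esr1 in the ventral and proximal libraries. With 1 library per group none of these differences was tested.

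All of these contrasts involve distal luminal-like cells, which came from several clusters in the proximal library, and a different makeup of this class may explain the changes of direction. When the proximal library's class was limited to the 160 cells of the cluster led by Sbp and Spink1, the log2 ratio of Gata3 in proximal luminal-like cells became 1.23 (1.05 to 1.42). For basal-like cells it became 1.60 (1.41 to 1.79) for Gata3, 2.58 (2.06 to 3.15) for Bmp7 and 1.15 (0.82 to 1.49) for Esr1, each in the direction of the ventral library.

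Free RNA was weighed against macrophage-like cells of both libraries. For Gata3 these held 5.78 CPM (0.146 to 32.2) in the ventral and 22.4 CPM (14.0 to 33.8) in the proximal library, below the class with more Gata3 in each contrast, which argues against free RNA as the source of that class's level. The ventral interval holds the 21.1 CPM of ventral distal luminal-like cells, so that lower level was not separated from background. Bmp7 had 0 UMIs in macrophage-like cells of either library, and the upper limits of 21.3 and 3.75 CPM lay below the class with more Bmp7, which argues against free RNA too. For Esr1 there were 0 UMIs in ventral macrophage-like cells. The exact upper limit of 21.3 CPM just reaches the interval of ventral basal-like cells, 33.1 CPM (21.2 to 49.2). The 3 counts allowed elsewhere for a count of 0 are 17.3 CPM in these macrophage-like cells, which lies below that interval. The outcome depends on the limit used, so free RNA cannot be told apart there. In the proximal library, macrophage-like cells held 15.2 CPM (8.53 to 25.1) of Esr1, below the 56.9 CPM (54.4 to 59.5) of distal luminal-like cells but overlapping the 23.2 CPM (20.5 to 26.0) of basal-like cells. A kit effect of the same size in every class cancels in contrasts within a library, so it leaves these reversals as they are. A kit effect that differs between classes and a difference of region were not tested and stay open.

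Between basal-like and proximal luminal-like cells, Meis1 had log2 ratios of -1.26 in the ventral and 0.23 in the proximal library, and Hoxb13 of -0.41 and 0.37. These differences were not tested either. Ventral proximal luminal-like cells mixed with distal luminal-like cells could raise genes of the latter. For Meis1, ventral distal luminal-like cells held 18.7 CPM (17.4 to 20.1) against 112 CPM (94.6 to 132) in proximal luminal-like cells, so mixing would lower it in the latter, which argues against mixed cells as the reason for its higher level there. For Hoxb13, the ventral ratio without cells of over 5% Sbp and Spink1 was -0.17 (-0.48 to 0.14), an interval that includes both directions, so for Hoxb13 mixed cells cannot be told apart from a difference between the classes. A difference of region and a kit effect that differs between classes stay open here as well.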

How the results depend on the processing

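All alternatives in this part were planned before the data were examined, except 5 that were chosen only after the result was seen, which are named as such. The order of the libraries held under all 14 alternatives for the shares of distal luminal-like, proximal luminal-like and basal-like cells and for fibroblast-like cells. It held under 13 for the epithelial share, 11 for T or NK cell-like, 10 for macrophage-like, 13 for endothelial-like and 12 for seminal vesicle-like cells. For unnamed cells it held under 1, so no order is read from them. The difference in distal luminal-like share ran from -73.2 to -16.2 percentage points. The values that left the interval of the reported share are given next, each class by its name, with luminal and basal shares over epithelial cells and the others over all kept cells. The cause was not tested.

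With cells of at least 200 genes and at most 25% mitochondrial UMIs, ventral values were epithelial 91.5% and unnamed 6.0%, and proximal values epithelial 68.8% and unnamed 12.9%. With at least 1000 genes per cell, ventral values were epithelial 95.1%, distal luminal 90.5%, proximal luminal 2.26%, T or NK 0% and unnamed 3.68%, and proximal values epithelial 65.5%, proximal luminal 31.4%, basal 39.5% and unnamed 16.8%. Keeping doublets gave epithelial 84.3% and unnamed 12.9% in ventral and epithelial 64.5%, distal luminal 29.4%, proximal luminal 31.2%, basal 38.3% and unnamed 16.8% in proximal cells. At resolution 0.5, ventral values were epithelial 93.9%, T or NK 0% and unnamed 4.58%, and proximal values epithelial 69.4%, proximal luminal 36.1%, macrophage 2.86%, T or NK 0% and unnamed 12.0%. At resolution 2, ventral values were epithelial 88.1%, distal luminal 84.8%, proximal luminal 7.20% and unnamed 8.90%, and proximal values epithelial 62.8%, distal luminal 30.4%, proximal luminal 29.3%, basal 39.2%, fibroblast 10.4% and unnamed 22.3%. On 1000 variable genes, ventral values were epithelial 91.6%, distal luminal 89.7%, proximal luminal 2.47% and unnamed 5.48%, and proximal values epithelial 77.8%, proximal luminal 43.4%, basal 30.9% and unnamed 3.54%. Under random seed 1, ventral values were epithelial 97.2% and unnamed 0%, and proximal values epithelial 69.9%, macrophage 1.59%, T or NK 0% and unnamed 11.4%. Clustering both libraries together gave epithelial 88.3%, distal luminal 99.9%, proximal luminal 0.0569%, basal 0%, fibroblast 0.302%, T or NK 0.553% and unnamed 9.41% in ventral and epithelial 68.1%, proximal luminal 35.5%, basal 36.7% and unnamed 13.3% in proximal cells. After thinning to 1000 UMIs before clustering, ventral values were epithelial 90.9%, distal luminal 96.0%, proximal luminal 3.99%, basal 0%, T or NK 0.554% and unnamed 7.05%, and proximal values epithelial 66.6%, distal luminal 29.2%, proximal luminal 33.0%, basal 36.7%, macrophage 0%, T or NK 0% and unnamed 17.9%. Naming each cell by its highest mean marker level gave epithelial 98.0%, distal luminal 95.3%, proximal luminal 2.10%, basal 2.57%, fibroblast 0.252%, T or NK 0.352% and unnamed 0% in ventral and epithelial 84.6%, distal luminal 30.7%, proximal luminal 44.5%, basal 23.7%, fibroblast 11.7%, macrophage 1.16%, T or NK 0.0810% and unnamed 0% in proximal cells.

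The next 4 alternatives were chosen after seeing the data. Removing doublets at the expected rate gave epithelial 67.6%, macrophage 1.53%, T or NK 0% and unnamed 14.8% in proximal cells. Ranking leading genes among those in 25% of cells gave epithelial 97.2% and unnamed 0% in ventral and epithelial 81.3%, distal luminal 23.5%, proximal luminal 45.6%, basal 30.1% and unnamed 0% in proximal cells. Naming cells by level minus the library mean gave epithelial 83.0%, distal luminal 54.0%, proximal luminal 7.39%, seminal vesicle 2.24%, fibroblast 1.61%, endothelial 1.11%, T or NK 0.704% and unnamed 0% in ventral and epithelial 80.9%, distal luminal 24.2%, proximal luminal 44.3%, basal 28.4%, macrophage 1.30% and unnamed 0% in proximal cells. Naming cells by z-scores gave epithelial 56.9%, distal luminal 39.8%, proximal luminal 11.7%, basal 11.5%, seminal vesicle 4.77%, fibroblast 0.905%, endothelial 4.78%, macrophage 2.36%, T or NK 1.96% and unnamed 0% in ventral and epithelial 70.0%, distal luminal 23.5%, basal 25.7%, fibroblast 10.8% and unnamed 0% in proximal cells.

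Of the 6 genes named in distal luminal-like cells, 3 stayed named with the 20 most abundant genes left out of the total, 1 with a pseudocount of 1 CPM and 3 at resolution 0.5. In proximal luminal-like cells 3 of 6 stayed named with a pseudocount of 50 CPM. The alternative without cells of over 5% Sbp and Spink1, chosen after seeing the data, also left 3 of these 6. In basal-like cells 1 of 6 stayed named with that pseudocount and 3 with at least 200 UMIs. The class-specific log2 ratio of Prol1, proximal luminal-like cells, reversed to -0.11 at resolution 0.5, and the class-specific log2 ratio of Saa1, proximal luminal-like cells, reversed to 0.0398 without cells of over 5% Sbp and Spink1. Of the other class-specific ratios under alternatives set before the data were seen, 89 left their counting interval with the same direction and 90 stayed within it. For ratios of panel genes these numbers were 30 and 205, with no reversal. Without cells of over 5% Sbp and Spink1, 2 class-specific ratios moved and 15 stayed, and 5 panel ratios moved and 44 stayed. Among differences in share of cells, 2 reversed without thinning. The share difference of Aldh1a3, proximal luminal over distal luminal, ventral library, became 4.21 percentage points, but the value of -0.0676 after thinning rested on 0 of 88 against 1 of 1479 cells and gives no direction, while the share difference of Fst, basal over proximal luminal, proximal library, became -0.129 points. The other panel share differences moved in 78 cases and stayed in 28. Differences of region genes moved in 33 cases and stayed in 11, none reversed. The ventral basal-like, proximal luminal-like and macrophage-like classes hold 141, 88 and 30 cells, which limits what low genes can show there.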

Other observations

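All tests in this part were chosen only after the pattern was seen, and for the kit version and the haemoglobin genes the values they measure had been seen as well.

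Across 1427 genes with at least 50 UMIs in every shared class of both libraries, log2 ratios between the libraries were correlated between classes. Pearson's r across genes, which are not independent replicates, was 0.61 for distal and proximal luminal-like, 0.58 for distal luminal-like and basal-like, and 0.78 for proximal luminal-like and basal-like cells. A kit effect could give such sharing, and so could a difference of region common to the classes; the value of 0.78 cannot separate them because each region had its own kit. Free RNA was weighed with the genes that had no UMI in ventral macrophage-like cells, over which r was 0.82 for the last pair of classes. Only 22 genes remained, and over them r was 0.05 for distal luminal-like and basal-like cells, so this was too few to decide.

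A ventral distal luminal-like cluster of 65 cells had a median mitochondrial share of 0.134% and a median of 9885 UMIs. Its level of Malat1, an RNA kept in the nucleus, was 530.5 CPM against 9940 CPM in the other distal luminal-like cells, a ratio of 0.0534 (0.0482 to 0.0589). Bare nuclei are argued against by this value, while fragments of cells without a nucleus may explain it. No biological explanation was tested.

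In the proximal library, a distal luminal-like cluster of 53 cells was led by Gm26917, at 35988 CPM. Its Malat1 level was 39480 CPM against 9745 CPM in the other distal luminal-like cells, a ratio of 4.05 (3.99 to 4.11), which is consistent with bare nuclei or cells that lost cytoplasm. Its median mitochondrial share was 2.73%, and no biological explanation was tested.

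The unnamed proximal cluster owed its leading haemoglobin genes to few barcodes, since 2 of its 342 cells held 99.8% of its 8162 haemoglobin UMIs and 1 cell held 7234. Red blood cell RNA joined to those 2 cells is a candidate source.

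No ventral cluster was fibroblast-like, and fibroblasts removed by the cell filter were weighed as a candidate explanation. Among the 226 removed ventral barcodes, 0 had at least 2 UMIs in each of 2 of the 3 collagen genes Col1a1, Col1a2 and Col3a1, a share of 0% (0% to 1.62%), against 2 of 1995 barcodes that passed, 0.100% (0.0121% to 0.362%). Both of the latter lay in the basal-like cluster. The removed barcodes had a median of 1753 UMIs, and at their depths the same rule found 169 of 524 proximal fibroblast-like cells, 32.3% (28.3% to 36.4%). The 0 found leave little room for loss to the filter, but the rule misses many fibroblasts at such depths and their removal was not excluded. A difference of region, dissociation or cell capture stays open and was not tested.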
